A study of Mus musculus with 6 samples. Its data were reported in "HOXA13 in etiology and oncogenic potential of Barrett’s esophagus" (2021).

How the data were processed

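RNA was measured in 6 libraries, 3 from CONTROL and 3 from HOXA13 cultures of differentiated KH2 mouse embryonic stem cells, and the group and replicate number of each were taken from the sample titles. The deposited values are raw read counts per gene symbol, 1 list per sample, made by the authors from stranded poly-A libraries that were aligned to the mouse genome build mm9 with TopHat and counted with HTSeq. The gene annotation, the strand option and the treatment of reads with several alignments are not stated, so antisense, overlapping and closely related genes are uncertain. The libraries hold between 12279884 and 17331638 counts over 24393 listed genes, of which 6696 had no count in any sample. A floor of 3 counts was used as the smallest level the depth can show, and a fold change against a group in which every library was at or under the floor is given as a lower bound, the HOXA13 mean over the highest CONTROL floor.

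The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr using the group (minimum count 10, minimum total 15), which kept 13600 genes, and normalised by the trimmed mean of M-values (TMM). Groups were compared with the quasi-likelihood functions glmQLFit and glmQLFTest in a model of the group alone, with Benjamini-Hochberg adjustment, a threshold of 0.05 and no fold change limit, over all 6 samples. The functions were run with the defaults of the installed release, which are those of the earlier quasi-likelihood method. The method that edgeR 4 introduced was run as an alternative. It had also been run briefly as the main fit, and both results were seen before the default was kept. Standard errors of log2 fold changes were derived from the F statistic. Normalised CPM values used the TMM-scaled library sizes. Sets of marker genes were tested with limma 3.58.1 camera with an inter-gene correlation of 0.01, adjusted over the 11 sets. The lists were written before the data were examined, and the Hox set holds the mouse Hox genes other than Hoxa13. The set score of a sample is the mean over genes of its log2 CPM minus the mean of the 6 samples.

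Named genes were chosen by a rule written before the data were examined. They are the 5 largest increases and the 5 largest decreases in log2 fold change among genes past the threshold with a mean of at least 5 CPM and no overlap between the groups, together with Hoxa13, the 8 and the 3 genes listed by the study, 2 sorting markers and 5 sex-linked genes. The rows under human identifiers, the summaries by chromosome and the hair keratin genes were examined after the data were seen. Gene positions are those of GENCODE release M1, which is on mm9, and 91.5% of the tested genes had a position. Chromosome medians used genes with a mean of at least 16 CPM, and windows of 10 Mb with at least 5 such genes. Genes of other chromosomes were matched to those of chromosome 1 within 5 bins each of GC content and of transcript length.

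The pairing of samples comes only from the replicate numbers in the sample titles, and a model with the replicate number as a block was run beside each result. Other alternatives were DESeq2 1.42.0, the study's tool, with its default filtering, limma voom with sample quality weights, median-of-ratios (RLE) and upper quartile scaling in edgeR, no filter beyond 1 count in any sample, a filter on a mean of at least 50 counts, a limit of at least 2-fold change, a correlation between genes estimated from the data in camera, and leaving out each replicate in turn. All 10 splits of the samples into groups of 3 were fitted with edgeR and DESeq2.

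The code was tested on simulated data drawn from the means, dispersions and library sizes of 13600 genes. Of 200 changed genes edgeR called 51.0%, and 79.1% of the 110 genes changed 4-fold, with 6.67% of its calls on unchanged genes. DESeq2 called 68.0% of the same 200 genes, with 21.2% of its calls on unchanged genes. The genes of a whole chromosome and a set of 20 genes were also changed, and calls on them were not counted as unchanged. With smaller dispersions edgeR called 95.5% of the 200 genes and DESeq2 96%, with 6.11% and 9.97% of their calls on unchanged genes. Genes were simulated independently, so these rates need not hold for the real samples. A simulated chromosome shift of 0.58 on the log2 scale was recovered as 0.57.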

Results

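The data were gene-level read counts from KH2 mouse embryonic stem cells, a line built to carry doxycycline-inducible genes, after differentiation to definitive endoderm, the germ layer that forms the gut epithelium. The 6 libraries formed 2 groups, with 3 CONTROL and 3 HOXA13 samples. Cells grew on M15 cells, a mesoderm-derived feeder line, and HOXA13 was induced on day 4 with doxycycline at 1.25 µg/ml. Cells positive for both CXCR4 and E-cadherin were sorted on day 6. The study states that the sorted cells then grew another day with doxycycline before their RNA was isolated. Total counts were 13657401, 12279884 and 13485318 in CONTROL replicates 1, 2 and 3, and 13043731, 17331638 and 16965187 in HOXA13 replicates 1, 2 and 3. Between 14009 and 15785 of the 24393 listed genes had at least 1 count in a sample. A floor of 3 counts corresponded to between 0.176 and 0.240 CPM (counts scaled to the normalised library size), and this floor covers counting error only. No pair of replicates agreed within sampling noise, as the chi-square per degree of freedom between replicates ranged from 15.8 to 127. The labels name no sequencing batch.

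The replicates of the CONTROL group were less alike than those of the HOXA13 group. Across the 13600 tested genes, which are not independent replicates, Spearman's rho between CONTROL replicates 1 and 3 was 0.977. It was 0.908 between CONTROL replicates 1 and 2, and 0.931 between CONTROL replicates 2 and 3. CONTROL replicate 2 had rho values from 0.951 to 0.961 with the HOXA13 samples, and the HOXA13 samples had values from 0.963 to 0.986 among themselves. The biological coefficient of variation estimated by edgeR was 41.5%.

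The induced gene was examined first, as a check of the labels. The mouse gene Hoxa13 (mm9, chromosome 6, 52207693 to 52210874, minus strand) had 10, 0 and 1 counts in CONTROL replicates 1, 2 and 3 and 0, 5 and 1 counts in the HOXA13 replicates, and it did not pass the expression filter. The files also list a row under the human gene identifier ENSG00000106031, which they do not pair with a symbol. The study built its inducible cells with the human HOXA13 gene. The row may be this transgene, but without a symbol that cannot be decided here. This row had 0 counts in each CONTROL sample and 2497, 7666 and 6572 counts in HOXA13 replicates 1, 2 and 3. Its level in HOXA13 was 346 ± 136 CPM (SD, n = 3), at least 1444-fold higher than the floor in CONTROL, with an adjusted p-value of 0.0146 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number as a block the adjusted p-value of this row was 0.0535.

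The main comparison asked which genes change in cells sorted as definitive endoderm when HOXA13 is expressed. With edgeR's quasi-likelihood test, 42 of 13600 genes had an adjusted p-value under 0.05, of which 36 were higher and 6 lower in HOXA13. The 42 include the human identifier row, which may be the induced transgene. All 42 had no overlap between the 3 CONTROL and the 3 HOXA13 values. Among the 13600 tested genes 2722 had no overlap, where chance gives 10%. DESeq2, the study's tool, called 722 genes, 445 higher and 277 lower, and these included the 42. Of the alternatives, limma voom with sample quality weights moved the count most, to 2101 genes, while sharing 40 of the 42. With the replicate number as a block no gene passed (0 genes, with 1392 at an unadjusted p under 0.05), compared with 1914 genes at an unadjusted p under 0.05 without the block. The deviations of same-numbered samples from their group means had a mean correlation of -0.128 across genes, against 0.0724 for samples with different numbers, so the numbers did not mark samples that deviate together. Chromosome 1 carried 17 of the 37 called genes with a position in the annotation (45.9%), and 5.91% of the tested genes with a position.

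Of the named genes, those with the largest increases after the human identifier row were Krt34, Krt31, Klk15 and Spink6. Krt34 (chromosome 11, 99898661 to 99902868, minus strand) had 0 counts in CONTROL and 202 ± 151 CPM in HOXA13 (SD, n = 3), at least 842-fold higher, with an edgeR adjusted p-value of 0.0461. Krt31 was also at 0 counts in CONTROL and reached 31.9 ± 25.1 CPM in HOXA13 (SD, n = 3), at least 133-fold higher. These keratins share stretches of sequence, since 33.1% of the 50-base stretches of Krt34 transcripts and 28.1% of those of Krt31 occur in another gene, so the division of reads between them is uncertain. Klk15 (chromosome 7, 51189141 to 51194960, plus strand) was at least 52.2-fold higher, at 12.5 ± 6.21 CPM in HOXA13 (SD, n = 3). Spink6 (chromosome 18, 44231047 to 44243264, plus strand) rose from 0.125 ± 0.217 to 14.3 ± 1.77 CPM (SD, n = 3), a log2 fold change of 6.74 (SE 0.99). The largest decreases were those of Ctnnd2, Zfp423, Htra1, Ak1 and Pcolce. Their log2 fold changes were -3.19 for Ctnnd2, -2.40 for Zfp423, -1.66 for Htra1 and -1.31 for Pcolce, and Ak1 fell from 150 ± 27.2 to 52.8 ± 9.80 CPM (SD, n = 3). Ctnnd2 (chromosome 15, 30102348 to 30959066, plus strand) fell from 21.9 ± 11.2 to 2.38 ± 0.589 CPM (SD, n = 3). Pcolce fell from 135 ± 20.1 to 54.6 ± 3.52 CPM (SD, n = 3), with an edgeR adjusted p-value of 0.0461. Under the replicate block none of these genes kept an edgeR adjusted p-value under 0.05, and their values then ranged from 0.0535 to 0.201.

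The study had named 8 genes of distal epithelial function and proliferation, namely Ezr, Vill, Krt19, Krt20, Igsf8, Gcnt3, Fgfr2 and Nek2. All 8 were higher in HOXA13, with no overlap between the groups. In edgeR only Igsf8 passed the threshold over all genes, with a log2 fold change of 2.45 (SE 0.25) and an adjusted p-value of 0.0302. Its level was 18.9 ± 5.39 CPM in CONTROL and 104 ± 11.1 CPM in HOXA13 (SD, n = 3). Igsf8 (chromosome 1, 174191772 to 174249972, plus strand) and Nek2 (chromosome 1, 193645323 to 193656929, plus strand) lie on chromosome 1, whose genes had a median log2 fold change of 0.53. When each sample was offset by its median deviation on each chromosome, the log2 fold change of Igsf8 was 1.87 and that of Nek2 was 0.93, compared with 1.53 for Nek2 without the offset. The other log2 fold changes were 1.31 for Ezr, 2.74 for Vill, 1.38 for Krt19, 2.34 for Krt20, 3.12 for Gcnt3 and 1.78 for Fgfr2, with edgeR adjusted p-values from 0.102 to 0.241 over all genes. Adjusted over the list alone, 8 of 8 passed in edgeR, but the list is made of the study's own calls on these samples and so this count shows no stability. DESeq2 called 8 of the 8. With the replicate block, where the same-numbered correlation was -0.128, 0 of the 8 passed over all genes and 8 passed within the list.

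**Figure D1:**
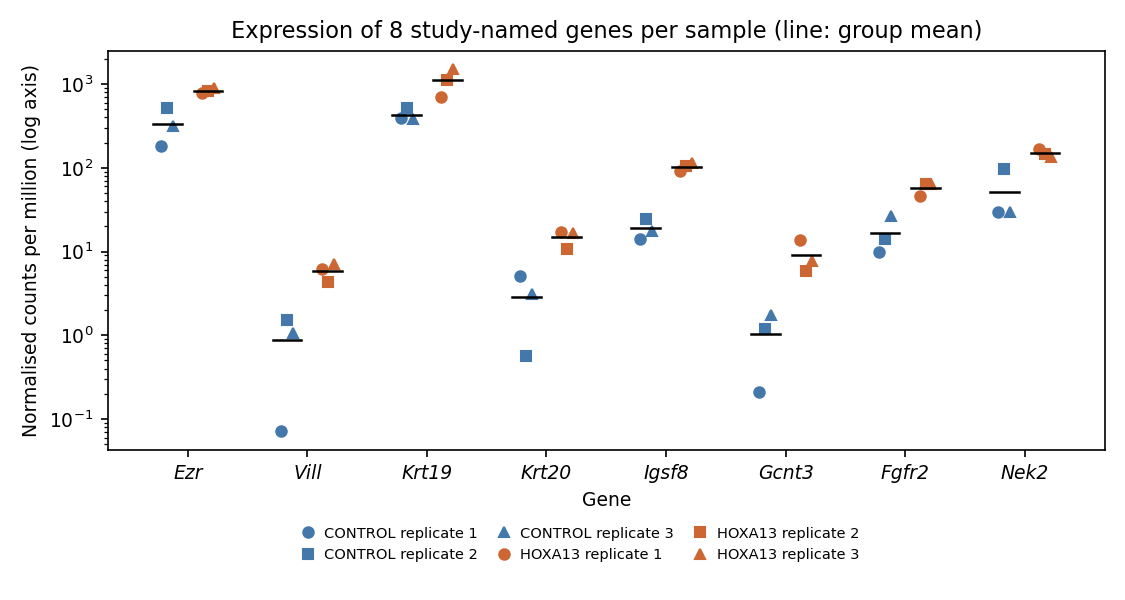
Normalised CPM (log axis) of the 8 genes named by the study, 1 point per sample, CONTROL in blue and HOXA13 in orange, with a line at each group mean. For each gene the 3 HOXA13 samples lie above the 3 CONTROL samples, and Igsf8 goes from 18.9 to 104 CPM.

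A table in the study lists 3 further genes, Sox17, Lgr5 and Nanog, and none of them passed the threshold here (0 of 3 in edgeR, with 0 at an unadjusted p under 0.05). Sox17 was at 2.17 ± 1.87 CPM in CONTROL and 3.12 ± 1.62 CPM in HOXA13 (SD, n = 3), with a log2 fold change of 0.52 (SE 0.83). Lgr5 had a log2 fold change of -0.68 (SE 0.66). Nanog had 0.709, 46.9 and 1.80 CPM in CONTROL replicates 1, 2 and 3 and between 1.29 and 4.76 CPM in the HOXA13 samples, with a log2 fold change of -2.71 (SE 1.40), which was 0.98 without CONTROL replicate 2. With the replicate block 0 of 3 passed as well. The sorting markers did not pass the threshold with edgeR over all genes. Cdh1, which encodes E-cadherin, had 192, 1292 and 702 CPM in CONTROL replicates 1, 2 and 3 and between 1690 and 1893 CPM in HOXA13, without overlap between the groups, with an unadjusted p of 0.0488 and an edgeR adjusted p-value of 0.351. It passed with limma voom (adjusted p 0.0114). Cxcr4 had 3.80 ± 1.42 CPM in CONTROL and 7.01 ± 3.78 CPM in HOXA13 (SD, n = 3).

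Sets of marker genes were compared to ask how cell identity differed between the groups, and 6 of 11 sets passed an adjusted p-value of 0.05 in limma's camera test. Epithelial markers were higher in HOXA13, with a median log2 fold change of 1.31 over 24 genes, all 24 higher (adjusted p 1.14e-15). Proliferation genes were higher with a median of 0.47, again with all 20 genes higher (adjusted p 7.52e-05), but only Nek2 and Cenpf, both on chromosome 1, had no overlap between the groups. Lower sets were mesenchymal markers (median -1.62, 22 of 25 genes lower), endogenous Hox genes other than Hoxa13 (median -0.99, 27 of 33 genes lower), extraembryonic endoderm markers (median -1.03) and mesonephric feeder markers (median -0.83). Definitive endoderm markers had a median of 0.13 and pluripotency markers a median of -0.39, with adjusted p-values of 0.925 for both. The endoderm median compares the groups and cannot show that the cells were definitive endoderm. Mean Foxa2 was 3.23 CPM in CONTROL and 3.18 CPM in HOXA13, and Cer1 had 0 counts in every sample. Eomes and Gata4 were higher, at 82.9 and 24.7 CPM in CONTROL and 33.1 and 19.9 CPM in HOXA13. Within the sets no single gene passed the threshold in edgeR. With the correlation between genes estimated from the data in place of the preset 0.01, which was the alternative with the largest effect, 0 of 11 sets passed, 1 had an unadjusted p under 0.05, and the adjusted p-values of the 6 sets were between 0.0863 and 0.467. With the replicate block, for which same-numbered samples had a mean correlation of -0.128, 7 of 11 sets passed, and the medians were 1.65 for epithelial, -1.44 for mesenchymal and -1.17 for endogenous Hox genes.

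The spread within CONTROL was large in several of these sets. The mean log2 CPM of the mesenchymal markers relative to the mean of the 6 samples was 1.84, -0.90 and 1.26 in CONTROL replicates 1, 2 and 3, and -1.89, 0.29 and -0.60 in HOXA13 replicates 1, 2 and 3. The epithelial markers stood at -2.19, 0.27 and -0.60 in CONTROL and at 0.78, 0.77 and 0.98 in HOXA13. The proliferation genes stood at -0.73, 0.54 and -0.88 in CONTROL and at 0.55, 0.26 and 0.26 in HOXA13, so CONTROL replicate 2 lay above HOXA13 replicates 2 and 3. The pluripotency markers stood at -1.95, 2.51 and -0.96 in CONTROL and at 0.94, -0.42 and -0.12 in HOXA13.

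**Figure D2:**
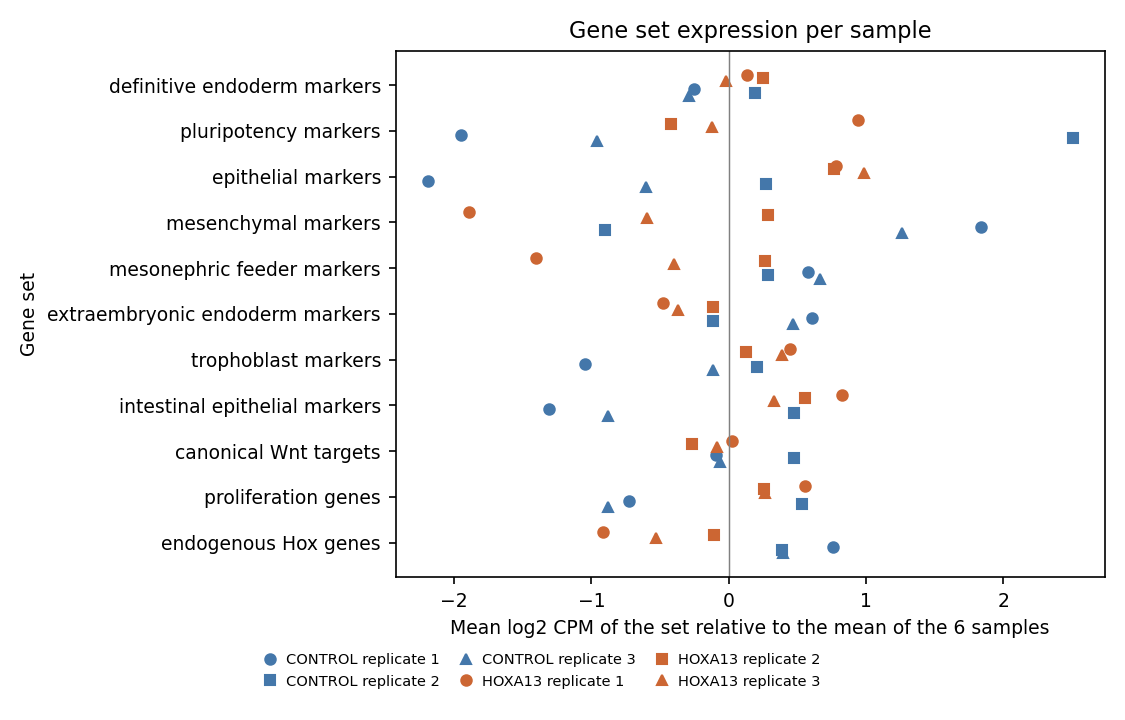
Mean log2 CPM of each gene set in each sample, relative to the mean of the 6 samples, for CONTROL (blue) and HOXA13 (orange) replicates 1 (circle), 2 (square) and 3 (triangle). For the epithelial markers the 3 HOXA13 samples lie between 0.77 and 0.98, above all CONTROL samples, while for the pluripotency markers CONTROL replicate 2 lies at 2.51.

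Fold changes were also summarised by chromosome, over 7893 genes with a mean of at least 16 CPM. The 470 genes of chromosome 1 had a median log2 fold change of 0.53, and 92.1% of them were higher in HOXA13, against 47.5% of the genes of the other chromosomes. Medians were 0.33 on chromosome 14 and -0.17 on chromosome 11, and between -0.05 and 0.03 on each of the other 17 chromosomes. On chromosome 1 the median deviation of a sample from the mean of the 6 samples was -0.31, -0.33 and -0.22 in CONTROL replicates 1, 2 and 3 and 0.31, 0.26 and 0.31 in HOXA13 replicates 1, 2 and 3, so the difference between the groups exceeded the spread between replicates. On chromosome 14 the values were -0.40, 0.20 and -0.32 in CONTROL and 0.22, 0.14 and 0.18 in HOXA13. On chromosome 11 they were 0.38, -0.12 and -0.03 in CONTROL and -0.09, -0.05 and -0.06 in HOXA13. With the replicate block the median of chromosome 1 was 0.55.

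**Figure D3:**
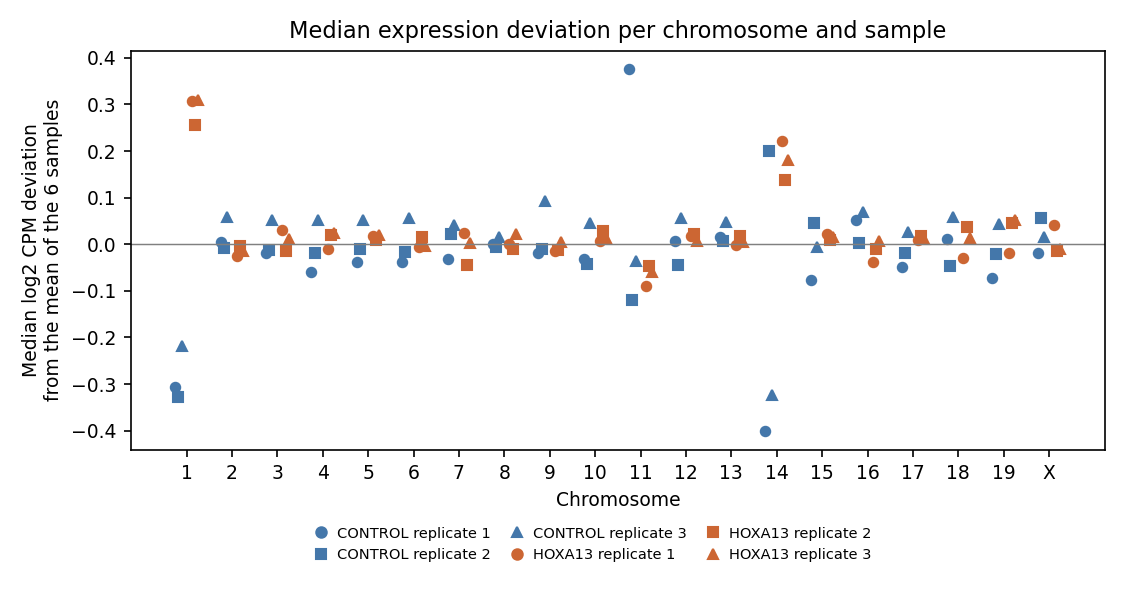
Median deviation of log2 CPM from the mean of the 6 samples, by chromosome, for each CONTROL (blue) and HOXA13 (orange) sample. On chromosome 1 the HOXA13 samples lie between 0.26 and 0.31 and the CONTROL samples between -0.33 and -0.22, on chromosome 11 CONTROL replicate 1 lies at 0.38, and on chromosome 14 CONTROL replicate 2 lies at 0.20.

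Of 5 sex-linked genes, only Xist passed the expression filter, and it did not differ between the groups in edgeR (adjusted p 0.937). Xist had 13.9, 11.5 and 22.6 CPM in CONTROL replicates 1, 2 and 3 and 0, 51.1 and 10.7 CPM in the HOXA13 replicates. The Y-linked gene Ddx3y had 4.18, 0 and 61.9 CPM in CONTROL replicates 1, 2 and 3 and 0 in each HOXA13 sample. Eif2s3y had 2.55, 0 and 54.8 CPM in the CONTROL replicates and 0 in each HOXA13 sample. Uty had 1.91, 0 and 17.7 CPM in CONTROL and 0, 0.469 and 0.243 CPM in HOXA13. Kdm5d had 0 counts in all 6 samples.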

Values the study reported

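In differentiated KH2 cells the study used 665 genes with a q-value under 0.05 for the contrast of HOXA13 with control cells. Its fold changes were 2.20 for Ezr, 2.58 for Vill, 2.34 for Krt19, 2.84 for Krt20, 4.67 for Igsf8, 3.51 for Gcnt3, 2.81 for Fgfr2 and 2.35 for Nek2. The same table listed fold changes of 12.55 for Sox17, 5.39 for Lgr5 and 0.20 for Nanog, and elsewhere the study gives these same values for differentiated against undifferentiated cells.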

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

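The alternatives were fixed before the data were examined, except the edgeR 4 method, the DESeq2 fit with shrunken fold changes and the chromosome offset, and the treatment of the human identifier row, the chromosome 1 median and the hair keratins, which were chosen after seeing the data. The number of genes with an adjusted p-value under 0.05 depended strongly on the setting. Against 42 genes (36 higher, 6 lower), DESeq2 called 722 (445 higher, 277 lower), DESeq2 with shrunken fold changes 691 (429 higher, 262 lower), limma voom with sample quality weights 2101 (1239 higher, 862 lower), the edgeR 4 method 106 (91 higher, 15 lower) and the absence of a filter 163 (117 higher, 46 lower). A mean of at least 50 counts left 9 genes (9 higher, 0 lower, with 1849 at an unadjusted p under 0.05). The largest increases and decreases named above, apart from the human identifier row, then had edgeR adjusted p-values from 0.0506 to 0.0567. With the main filter theirs were from 0.0461 to 0.047, so they lay close to the threshold in both fits. The chromosome offset left 1 gene (1 higher, 0 lower, with 1745 at an unadjusted p under 0.05). That gene was the human identifier row, which may be the transgene, so no row under a mouse symbol passed. With the replicate block, for which the same-numbered samples had a mean correlation of -0.128, no gene passed (0 higher, 0 lower, with 1392 at an unadjusted p under 0.05). RLE scaling gave 34 genes, upper quartile scaling 40, and the limit of at least 2-fold left the count at 42. Across the 6 fits that each left out one replicate the count ranged from 0 to 2006 genes (0 to 1116 higher, 0 to 890 lower, with 1100 to 4095 at an unadjusted p under 0.05). The highest count came without CONTROL replicate 2, and it included the 42. The other fits gave at most 7 genes. Without CONTROL replicate 1 the only row called was the human identifier row. The cause of these differences was not tested.

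Of the 8 genes of distal function and proliferation, the number past the threshold over all genes was 1, and it was 8 with DESeq2 and with its shrunken fold changes, 7 with limma voom, 3 without a filter, 0 with the replicate block, 0 with the chromosome offset, and 0 to 7 across the fits without one replicate. Adjusted over the list alone it was 7 or 8 in every alternative run. All 8 stayed higher in HOXA13 in every alternative. The count for Sox17, Lgr5 and Nanog stayed at 0. However, Sox17 and Lgr5 were not tested with a mean of at least 50 counts. Nanog had no adjusted p-value in the DESeq2 fits. For these genes those alternatives therefore show nothing. The cause of the different counts was not tested.

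The epithelial, mesenchymal, extraembryonic endoderm, proliferation and endogenous Hox sets kept their direction in the 15 alternatives run for sets, which do not include DESeq2, and their side of the threshold in 14. The edgeR 4 method is among these but leaves the camera p-values unchanged, so it shows no stability. The size of the medians moved across the fits without one replicate. They ranged from 0.86 to 2.01 for epithelial, from -2.16 to -0.94 for mesenchymal and from -1.40 to -0.62 for extraembryonic endoderm markers. For the proliferation and endogenous Hox genes the ranges were 0.20 to 1.12 and -1.32 to -0.80. With the correlation between genes estimated from the data, the medians of all these sets were by construction the same (1.31, -1.62, -1.03, 0.47 and -0.99). Their adjusted p-values were then 0.381, 0.424, 0.381, 0.467 and 0.0863. The mesonephric feeder set (median -0.83 and adjusted p 0.424 there) also lost the threshold with a mean of at least 50 counts (median -0.83, adjusted p 0.0703), without CONTROL replicate 2 (adjusted p 0.0524) and without HOXA13 replicate 1 (adjusted p 0.125), so in 4 of 15 alternatives, and its median ranged from -1.35 to -0.45 across the fits without one replicate. The definitive endoderm set changed sign without a filter (-0.0443), with a mean of at least 50 counts (-0.21) and with the chromosome offset (-0.0277). The offset lowers the chromosome 1 genes of this set, Sox17, Cxcr4 and Mixl1, by construction. The median of the set ranged from -0.20 to 0.52 without one replicate. The pluripotency set changed sign with limma voom (1.10, adjusted p 0.0374) and with the replicate block (0.81, adjusted p 0.704), and ranged from -0.91 to 1.68 without one replicate. It passed the threshold in opposite directions, lower without CONTROL replicate 1 (-0.81, adjusted p 0.0390) and higher without CONTROL replicate 2 (1.68, adjusted p 0.000188) and with limma voom. The intestinal set passed with limma voom (1.66), with the replicate block (1.12) and without CONTROL replicate 2 (adjusted p 0.00466), and ranged from 0.23 to 1.78 without one replicate. The Wnt targets passed without CONTROL replicate 3 (adjusted p 0.0375), and ranged from -0.91 to -0.21 without one replicate. The cause was not tested.

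Among single genes, Xist changed sign with limma voom (-0.77) and with the replicate block (-1.22), and ranged from -1.60 to 0.93 without one replicate. Sox17 changed sign with the chromosome offset (-0.0743), but it lies on chromosome 1, whose genes the offset lowers by construction, so this change shows nothing. Nanog ranged from -3.56 to 0.98 without one replicate. Igsf8 stayed higher in every alternative, with log2 fold changes from 1.87 to 2.68 and adjusted p-values from 3.10e-15 to 0.189, and passed in 9 of 16 alternatives. The human identifier row passed in 12 of 16, with adjusted p-values from 1.23e-119 to 0.141. Krt34 passed in 8 of 16 alternatives and Krt31 in 5 of 16, with adjusted p-values of 0.132 and 0.0894 in limma voom. Cdh1 passed in 2 of 16, with limma voom (adjusted p 0.0114) and without CONTROL replicate 2 (adjusted p 0.0216), and its adjusted p-values otherwise reached 0.705. The mouse gene Hoxa13 was tested only without a filter and with DESeq2, and its log2 fold change was -1.10 (unadjusted p 0.670) without a filter, -1.16 (unadjusted p 0.680) with DESeq2 and -0.11 (unadjusted p 0.689) with shrunken fold changes. The depth limits statements on genes such as Vill and Gcnt3, which had CONTROL means of 0.880 and 1.05 CPM, close to the floor of up to 0.240 CPM.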

Other observations

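The tests on the splits of the samples, on the trend with GC content and length, on windows of chromosomes 11 and 14, on the loss of calls after the chromosome offset and on the hair keratins were set before their results were seen, and the other tests here were chosen afterwards.

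Of the 10 splits of the 6 samples into groups of 3, 4 part all same-numbered pairs, and the real split was compared with these. In 1 of the 4 splits, the real one, edgeR called 42 or more genes, in 1 of 4 DESeq2 called 722 or more, and in 1 of 4 the chromosome 1 median was as large. Chromosome 1 was singled out after its median in the real split was seen. The real split was therefore favoured in advance, and the chromosome 1 count shows nothing. As many of the 8 distal genes passed in 1 of 4, but those genes were chosen by the study from this same contrast of these samples, so the real split was favoured in advance and this count shows nothing. In 2 of the 4 splits as many gene sets passed as in the real split, because the split of CONTROL 1, CONTROL 3 and HOXA13 2 against the others gave 8 sets against 6. That split also gave 437 genes in DESeq2 and 2013 genes at an unadjusted p under 0.05, but 0 after adjustment in edgeR. The other 6 splits part only 1 pair each, and gave 0 genes in edgeR and at most 99 in DESeq2, but 2 of these 6 also gave 6 gene sets. Over all 10 splits, 4 gave as many gene sets as the real split and 1, the real one, as many genes. The restriction to 4 splits follows the replicate numbers, which did not mark samples that deviate together. With 3 samples per group these counts cannot exclude that the results arose by the grouping of the samples.

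Chromosome 1 had a median log2 fold change of 0.53, that is 1.45-fold, where 3 copies in place of 2 would give 0.58. All 19 windows of 10 Mb, or 100%, had a positive median, from 0.28 to 0.83, and 92.1% of the genes were higher in HOXA13, so the shift does not come from a few strongly changed genes. Removing the trend with GC content and transcript length left the median at 0.53, but this trend was weak (SD 0.0294 over genes), so that correction decides little. Genes of the other chromosomes matched to chromosome 1 in GC content and length had a median of -0.0184, which goes against either property as the cause. A difference in mesenchymal cells does not account for it, as CONTROL replicate 2, low in mesenchymal markers, stood at -0.33, next to CONTROL replicates 1 and 3 at -0.31 and -0.22. The shift did not track the epithelial markers, which stood at -2.19, 0.27 and -0.60 in CONTROL replicates 1, 2 and 3, or the endogenous Hox genes, which stood at -0.91, -0.11 and -0.53 in HOXA13 replicates 1, 2 and 3, where chromosome 1 stood at 0.31, 0.26 and 0.31. Differences in cell composition outside these sets were not tested. A candidate explanation is an extra copy of chromosome 1 in the HOXA13 cell lines, which would be a difference between the lines and not an effect of HOXA13 on its targets. The data hold no DNA measurement, and with all HOXA13 samples alike the line and the induced gene cannot be told apart.

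Shifts on other chromosomes did not follow the groups. On chromosome 11 CONTROL replicate 1 was above both other CONTROL replicates in 100% of 13 windows, and on chromosome 14 CONTROL replicate 2 was above both others in 90.9% of 11 windows. The chromosome 14 shift was not limited to that sample, as CONTROL replicate 2 stood at 0.20 and HOXA13 replicates 1, 2 and 3 at 0.22, 0.14 and 0.18, while CONTROL replicates 1 and 3 stood at -0.40 and -0.32. Extra copies carried by some of the lines or cultures are a candidate explanation here too, which these window counts fit, and no other explanation was tested.

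The chromosome 1 shift bears on the gene calls. Of the 42 called genes 17 lie on chromosome 1, all higher in HOXA13. After each sample was offset by its chromosome medians 0 of the 17 passed the adjusted threshold, but of the other 25 only 1 did, so this count cannot separate a loss specific to chromosome 1 from a loss of adjusted significance overall. The 1 of the 25 that passed was the human identifier row. All 17 and all 25 kept an unadjusted p under 0.05. By rank, 6 genes of chromosome 1 were among the 42 lowest p-values after the offset, compared with 17 before. The offset lowers the fold changes of chromosome 1 genes in HOXA13 by construction, so the direction of this fall in rank was set in advance and does not separate the explanations.

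Markers of mesenchymal cells differed between the CONTROL samples. Vim had 4351, 548 and 3576 CPM in CONTROL replicates 1, 2 and 3, and 155, 722 and 481 CPM in HOXA13 replicates 1, 2 and 3. Col1a1 had 1163, 18.6 and 295 CPM in CONTROL and 1.38, 118 and 23.2 CPM in HOXA13. Pou5f1 had 0.851, 310 and 5.77 CPM in CONTROL and 75.9, 10.1 and 15.3 CPM in HOXA13. Library size does not explain this, since 0 of the totals of CONTROL replicates 1 and 3 lie outside the range of the other samples. If male cells carried the mesenchymal expression of both replicates, Y-linked expression would be higher in CONTROL replicate 1 than in replicate 3. Replicate 1 had 6.43% of the level in replicate 3, which speaks only against 1 male source shared by both. Y-linked levels were 8.65, 0 and 134 CPM in CONTROL replicates 1, 2 and 3. In HOXA13 replicates 1, 2 and 3 they were 0, 0.469 and 0.243 CPM. CONTROL replicate 3 therefore expressed Y-linked genes, but whether the cells expressing them carried its mesenchymal expression remains open. Mesonephric feeder cells cannot be excluded, as their markers disagree. Wt1 was 1.49, 6.64 and 3.15 CPM in CONTROL replicates 1, 2 and 3, highest in replicate 2, but 5 of the 8 tested feeder markers, among them Emx2 (2.98, 2.08 and 5.62 CPM) and Lhx9 (9.43, 2.56 and 8.25 CPM), were higher in both replicates 1 and 3 than in replicate 2. Other contaminating cells, mixed samples, a different degree of differentiation and changes during the culture after sorting were not tested. The source of the mesenchymal expression in CONTROL therefore remains open.

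Hair keratins formed a group among the increases, which was noticed after the data were seen. Of 13 listed hair keratin genes 6 were tested and were higher in HOXA13. Of these, 5 had 0 counts in every CONTROL sample, so that they could pass the expression filter only by being higher in HOXA13 and no scaling could change their direction. Without a filter 11 of 12 were higher. Krt83 had 0 counts in CONTROL and 5.46, 25.3 and 88.3 CPM in HOXA13 replicates 1, 2 and 3. Krt34 and Krt31 passed the threshold with edgeR, 6 passed with DESeq2, without a filter and without CONTROL replicate 2, and 0 passed in several alternatives, among them limma voom and the replicate block. Reads shared between paralogs may move counts within the family. At most 33.1% of the 50-base stretches of Krt34 and Krt31 occur in another gene, but 43.2% of those of the tested Krt81 do. The other tested genes Krt33a, Krt83 and Krt36 had 21.9%, 21.1% and 0.432%. After the chromosome offset 0 of the tested hair keratins passed, with adjusted p-values of 0.0650 for Krt34 and 0.0670 for Krt31. This does not separate the explanations, because nearly all calls were lost. Foxn1, also singled out after its values were seen, rose from 1.91 to 78.7 CPM with a log2 fold change of 5.35 and an edgeR adjusted p-value of 0.0363. The hypothesis that HOXA13 switches on these genes remains untested against differences between the cell lines.

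The number of genes called here by edgeR was 42. That is lower than the number quoted from the study above. The DESeq2 fit with shrunken fold changes, chosen after seeing the data, called 691 genes and gave fold changes of 2.20 for Ezr, 2.58 for Vill, 2.34 for Krt19, 2.84 for Krt20, 4.67 for Igsf8, 3.51 for Gcnt3, 2.81 for Fgfr2 and 2.35 for Nek2. These equal the fold changes quoted from the study above to the printed digits. The unshrunken edgeR fold changes were 6.66 for Vill, 5.08 for Krt20 and 8.69 for Gcnt3. Those are higher than the values quoted from the study above. The fold change was 1.44 for Sox17 and 0.624 for Lgr5. Both are lower than the values quoted from the study above. For Nanog it was 0.153, which is close to the quoted value and in the same direction. That decrease rested on CONTROL replicate 2, without which the log2 fold change of Nanog was 0.98. The study gives the quoted values of Sox17, Lgr5 and Nanog for differentiated against undifferentiated cells, a contrast not analysed here. Neither the differences nor the closeness need therefore concern the effect of HOXA13.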
